A study of Saccharomyces cerevisiae with 10 samples. Its data were reported in "Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome" (2013).

How the data were processed

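Gene expression was measured with Affymetrix Yeast Genome 2.0 arrays in a haploid *Saccharomyces cerevisiae* strain grown at 30 °C. Cultures were sampled at 5 points of a growth regime, with 2 arrays per point and 10 arrays in all. The letters of the study are used for these points: Sample A, normal growth; Sample B, during stress adaptation, 1 h after transfer into medium with 1 M KCl; Sample C, after stress adaptation, in KCl; Sample D, during stress recovery, 1 h after transfer back into medium without KCl; and Sample E, after stress recovery, 2 to 3 generations later. According to the labels, replicates were grown as separate culture batches. The replicate number was therefore taken to pair arrays across the 5 samples. As a check, the deviations of arrays from their group means were correlated between same-numbered arrays of each of the 10 pairs of groups. The correlation lay between 0.22 and 0.52, with a median of 0.43.

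The deposited values are log2 expression values, 1 per probe set, which the authors made from the scanned arrays by robust multi-array averaging (RMA) in Affymetrix Expression Console. RMA corrects the background, normalizes the arrays and summarises the probes of a probe set. The version of the program is not given in the sources used here, nor is it stated whether all arrays were normalized in 1 run. The median over *S. cerevisiae* genes differed between arrays (9.59 to 10.19), so an array-wide shift can enter every difference between groups.

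The array holds 10928 probe sets, of which 166 are controls. The platform annotation gives 1 gene symbol for 7244 probe sets, several for 1 and none for 3683. Of the named probe sets, 5498 matched an *S. cerevisiae* gene by gene identifier, and symbols were updated through the RefSeq gene table of assembly R64. The other 1746 named probe sets carry other gene identifiers. The array also covers fission yeast, and these probe sets, called other-species probe sets here, served as a background level. For the 47 genes with several probe sets, the probe set with the highest mean over all arrays was used, which left 5449 genes. The value of 5320 of these exceeded the 95th percentile of the other-species probe sets on at least 2 arrays. Coding lengths (5446 genes) came from the same table, joined by gene identifier. They are the gene lengths of that table. Of these, 97.0% were multiples of 3, so some are not the exact length of a coding sequence. The array names no genome build, and no coordinates were used.

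Differences between groups were tested with limma (version 3.58.1, R 4.3.3) on the log2 values. One coefficient was fitted per group over all 10 arrays, followed by eBayes and Benjamini-Hochberg adjustment over the 5449 genes, at an adjusted p under 0.05. Adjusted p-values of genes come from this test unless another fit is named, and are two-sided. This test leaves out the pairing by replicate number, so results with the replicate number as a block are given beside its own. Both fits take the same spread per gene, or per list score, for all groups. The Sample B arrays were less alike than those of the other groups. SEs and p-values of comparisons with Sample B can therefore be too small, and those of the other comparisons too large. Each group holds 2 arrays, and this number limits the precision of every value. The 6 comparisons were each later sample against Sample A, Sample C against Sample B, and Sample D against Sample C. In 1 simulated data set for Sample B against Sample A (5449 genes, 200 changed), the test recovered 15 of 100 genes changed by log2 1 and 90 of 100 genes changed by log2 2, with 2 false calls. Its noise was independent between genes and had the same spread in every group, which the data did not. Genes with a change of 1.8-fold or more in group means were also counted, as in the study's own selection, and grouped by k-means (k = 3, 100 random starts).

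The comparisons, the tests, 35 gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Named genes are the 10 largest rises and 10 largest falls past the threshold that moved the same way with both replicate numbers (6 each in the other comparisons), the same rule under the replicate block, the 4 members of each list described that differed most, GCN5, and strain and mating type markers. GPD1 and DAK1 in Sample B, RPC25, HXT1, PCK1, SST2 and GSY2 were named after their values had been seen, to complete counts of 5 or fewer. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 210 tests (35 lists, 6 comparisons). Camera called 104 of the 210. In 100 simulated data sets without any effect that kept the correlation between genes it called a median of 101, so its p-values over all 6 comparisons do not separate a real shift from correlated noise. These data sets gave every group the same spread, whereas the Sample B arrays were the least alike. For Sample B against Sample A alone it called 24 of 35 lists, against a median of 16.5 and at most 26 in the simulated data sets, of which 3 of 100 reached 24. A list score was therefore added after the data had been seen. It is the mean of the members minus the mean of all other genes on the same array, tested with limma over the lists and adjusted over the 210 tests. It called 10 of the 210, against a median of 0 and at most 40 in the simulated data sets, of which 3 reached 10 or more. It called 4 without Sample A replicate 1 or without either array of Sample C, 53 without Sample B replicate 1 and 22 without Sample B replicate 2. With the replicate number as a block, the score called 29. No list was called by camera with an estimated correlation (lowest adjusted p = 0.812) or by the rotation test fry (lowest adjusted p = 0.207). "Adjusted over the list alone" marks counts of genes adjusted within 1 list.

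Relations across genes are Spearman rank correlations with two-sided permutation tests (1e+05 resamples, adjusted over 3 relations). The alternatives tried were the replicate block, an intensity trend, only the 2 groups compared, a filter on dim probe sets, adjustment over all probe sets, quantile normalization, median centring, the mean of a gene's probe sets, leaving out probe sets shared between genes, other fold thresholds, and leaving out each array. After the data had been seen, scaling on the hybridization spike controls and the block fits without either Sample B array were added. Plots were drawn with matplotlib 3.10.9. The chromatin immunoprecipitation data of the study were not analysed here.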

Results

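The expression data followed yeast cells through the onset of hyperosmotic stress, growth in high salt, and return to normal medium. Each of the 5 samples (A to E) was represented by 2 arrays from separate culture batches, and every group mean below is over n = 2 arrays. Between 5229 and 5365 of 5449 *S. cerevisiae* genes lay above the level of the other-species probe sets on a single array. The Sample B arrays were the least alike, with a root mean square difference of 1.04 (log2) between them over all genes against 0.32 to 0.48 in the other groups. Sample B replicate 2 also had the highest median of all arrays (10.19).

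The first comparison asked how expression changed 1 h after cells were moved into 1 M KCl. Several of the largest rises were in genes known to respond to osmotic stress. STL1, the plasma membrane glycerol symporter, was 131-fold higher in Sample B than in Sample A (log2 difference 7.04 ± 0.82, SE, adjusted p = 0.00707). Its log2 difference was 5.15 in replicate 1 and 8.92 in replicate 2, so the fold depends strongly on the array. The SD of STL1 was 1.93 in Sample B and 0.74 in Sample A, whereas its SE rests on a spread taken over all groups. HSP12, a small membrane-associated stress protein, was 111-fold higher (6.79 ± 0.65, adjusted p = 0.00707). The other 8 of the 10 largest rises were in YNL194C (6.21), the aldehyde dehydrogenase gene ALD3 (5.86), NQM1 (5.84), DDR2 (5.76), the hexose transporter gene HXT5 (5.76), SIP18 (5.72), RTC3 (5.57) and TMA10 (5.48). Their adjusted p-values lay between 0.00707 and 0.0164.

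The largest falls in Sample B were smaller than the rises. PHO5, which encodes a secreted acid phosphatase, fell by 2.53 on the log2 scale (SE 0.38, adjusted p = 0.0138), and a second acid phosphatase gene, PHO11, fell by 2.37. SFG1 (−2.53), ANB1 (−2.46) and DAN1 (−1.94) also fell, the last a cell wall mannoprotein gene of anaerobic growth. So did ATF2 (−2.22), IMD2 (−2.09), FPR4 (−1.82) and FAR1 (−1.81), an inhibitor of the cell cycle in the pheromone response. KRR1, a nucleolar protein needed to make small ribosomal subunits, fell by 1.79. Adjusted p-values of these 10 genes lay between 0.0114 and 0.0499.

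**Figure D1:**
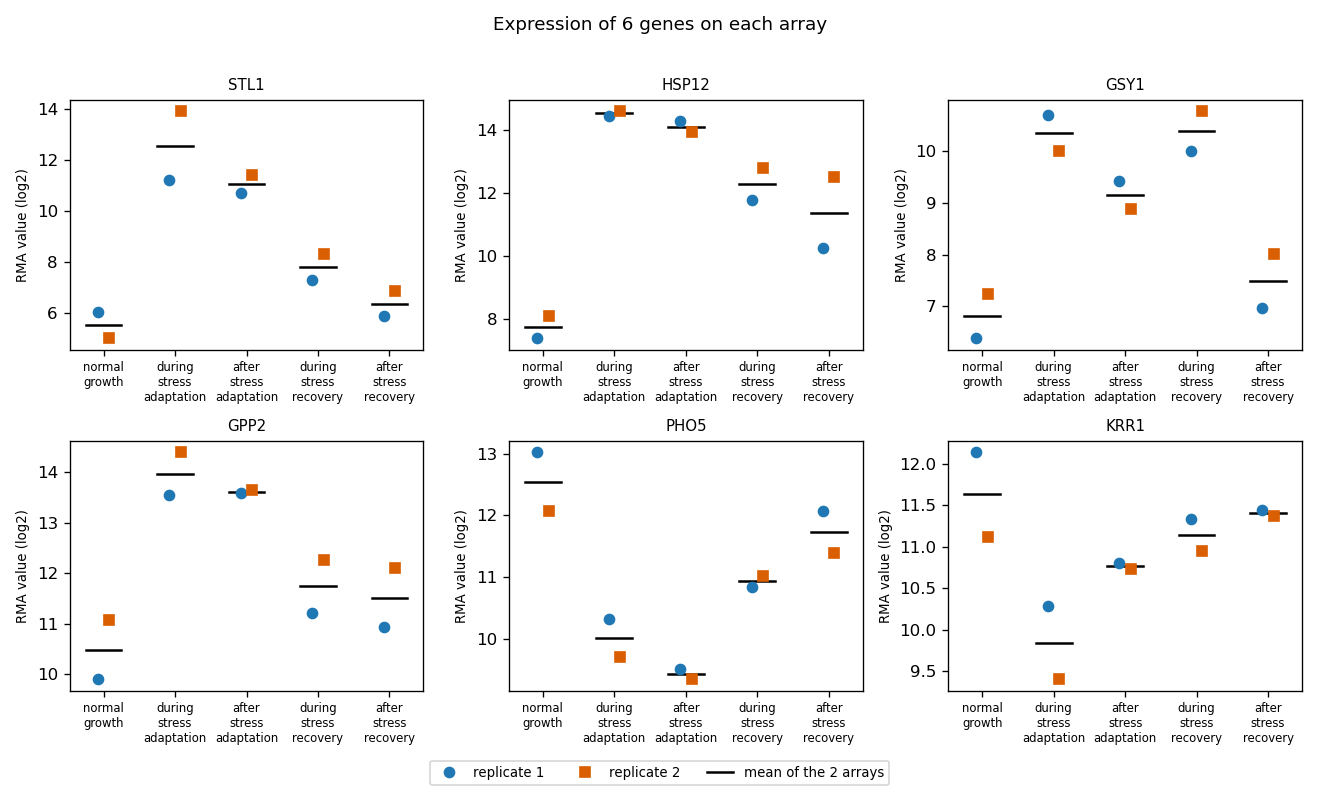
RMA values (log2) of 6 genes on each of the 10 arrays, by sample, with circles for replicate 1, squares for replicate 2 and a line for the mean of the 2 arrays. HSP12 stood at a mean of 14.52 in Sample B and 14.11 in Sample C against 7.74 in Sample A, and PHO5 at 10.01 and 9.42 against 12.55.

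Of the genes known to depend on the Hog1 kinase or to respond to osmotic stress, 20 of 27 measured members rose in Sample B, none fell and 7 did not pass. Adjusted over the list alone, 24 rose. STL1, HSP12, YNL194C and ALD3 led the list, whose mean log2 difference was 3.57 (camera adjusted p = 6.05e-21, and adjusted p = 0.812 with an estimated correlation). Relative to all other genes on each array, the list score was 3.40 ± 0.32 (SE) higher (adjusted p = 3.9e-05). Glycerol is the main compatible solute of yeast. The list of glycerol synthesis and uptake, which also holds genes of glycerol breakdown, had 5 of 13 members higher, none lower and 8 not past the threshold (8 higher adjusted over the list alone, and 8 with the replicate block). GPP2, a glycerol-3-phosphatase, was 11.2-fold higher (log2 3.48 ± 0.55, adjusted p = 0.0152) and GCY1, a glycerol dehydrogenase, 6.27-fold higher (adjusted p = 0.0197). STL1, GPD1 (log2 2.32, adjusted p = 0.0172) and DAK1 (log2 2.13, adjusted p = 0.0114), a dihydroxyacetone kinase, were the others that rose. GUT2, which acts in glycerol breakdown, stood 2.66 higher without passing (adjusted p = 0.0732, 0.00555 with the block). The glycerol list score was 1.62 ± 0.21 higher (adjusted p = 0.000562), with a camera adjusted p = 1.73e-05 and adjusted p = 0.812 with an estimated correlation.

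Trehalose and glycogen genes were higher in Sample B as a group. Of 22 measured, 6 rose, none fell and 16 did not pass; adjusted over the list alone, 19 were higher and 1 lower, and 17 rose with the replicate block. GPH1, glycogen phosphorylase, was 21.4-fold higher (log2 4.42 ± 0.49, adjusted p = 0.00707). GSY1, glycogen synthase, was 11.6-fold higher (adjusted p = 0.0111), and PGM2, a phosphoglucomutase, 17.3-fold higher (adjusted p = 0.0204, with log2 2.93 in replicate 1 and 5.29 in replicate 2). So genes of both glycogen synthesis and breakdown rose. TSL1, a subunit of trehalose synthase, stood 3.89 higher without passing (adjusted p = 0.0549, 0.00145 with the block). The list score was 1.97 ± 0.27 higher (adjusted p = 0.000562), with a camera adjusted p = 3.48e-09 and adjusted p = 0.812 with an estimated correlation. Vacuolar protease and autophagy genes had 7 of 39 members higher, none lower and 32 not past the threshold (15 higher adjusted over the list alone, 19 with the block). PAI3, an inhibitor of vacuolar proteinase A, was 11.8-fold higher and ATG39, an autophagy receptor, 10.6-fold higher (adjusted p = 0.0244 and 0.0152). Their list score was 1.04 ± 0.25 higher (adjusted p = 0.0311), with a camera adjusted p = 2.83e-10 and adjusted p = 0.812 with an estimated correlation.

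Ribosome assembly genes were lower in Sample B. Some signs of RNA state moved with this sample, and so with its rises as well as its falls, while others did not. The 3′ probe set of 18S ribosomal RNA read 10.09 and 10.31 on the Sample B arrays against 11.21 to 12.66 on the others, and the 3′ minus 5′ signal of the control transcript EAF5 was 1.16 and 1.31 against 0.76 to 1.08. For ACT1 this signal was 0.18 on Sample B replicate 1 and 0.56 on replicate 2 against 0.25 to 0.37 on the others, so the Sample B arrays lay outside that range on opposite sides. RIP1 and WBP1 lay inside the range of the other arrays, SRB4 outside it on replicate 1 alone and SPT15 on replicate 2 alone. The 3′ probe set of 25S ribosomal RNA (13.55 and 14.00) also lay inside the range of the others (13.43 to 14.04). Of 120 ribosome biogenesis genes, 13 fell, none rose and 107 did not pass; adjusted over the list alone 82 fell, and 46 fell with the replicate block. The list mean was −0.98, with KRR1 (−1.79), the pre-ribosomal factor FAF1 (−1.65) and NOP7 (−1.54) among the members that passed (adjusted p from 0.028 to 0.041). UTP9 stood at −1.71 without passing (adjusted p = 0.0853). The list score was −1.19 ± 0.27 (adjusted p = 0.031), with a camera adjusted p = 2.08e-40 and adjusted p = 0.812 with an estimated correlation. Of 37 genes of RNA polymerases I and III, 3 fell, none rose and 34 did not pass (5 fell adjusted over the list alone, and 5 with the block). Subunit genes RPA34 (−1.28, adjusted p = 0.0422) and RPA43 (−1.20, adjusted p = 0.0407) of polymerase I and RPC25 (−1.13, adjusted p = 0.0318) of polymerase III were those that fell. Their list score of −0.71 ± 0.20 did not pass (adjusted p = 0.0716) but did with the block (adjusted p = 0.0125). The camera adjusted p was 3.47e-07, with an adjusted p = 0.812 with an estimated correlation. Cytosolic ribosomal protein genes had a mean of −0.25 over 127 members, of which none passed over all genes or adjusted over the list alone. RPS14B, at −1.11, was the farthest from 0 (adjusted p = 0.0572, 0.0312 with the block). The camera adjusted p was 6.56e-09, the adjusted p = 0.835 with an estimated correlation, and the list score p was 0.416.

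GCN5, the acetyltransferase the study followed on chromatin, did not differ detectably at the transcript level. Its log2 difference from Sample A was −0.01 ± 0.42 in Sample B (adjusted p = 0.996), 0.32 in Sample C, −0.16 in Sample D and 0.34 in Sample E (adjusted p = 1 in each of the 3). Over 23 subunits of the SAGA and ADA complexes, GCN5 included, the mean difference in Sample B was 0.01, and no member passed over all genes or adjusted over the list alone. HFI1 (−0.92), SUS1 (−0.68), NGG1 (−0.56) and SPT3 (0.54) lay farthest from 0, with adjusted p-values from 0.175 to 0.684. The list was not called by camera (adjusted p = 0.658, and adjusted p = 0.978 with an estimated correlation) or by its score (−0.17 ± 0.20, adjusted p = 0.765), and both placed it slightly lower relative to other genes. The mean was 0.50 without Sample B replicate 1 and −0.49 without Sample B replicate 2, where camera called the list.

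Over all genes, limma called 240 in Sample B against Sample A, 191 higher and 49 lower, and each differed by at least 1.8-fold. With the replicate block it called 583 (442 higher, 141 lower). The fit of the 2 groups alone called 11, all higher. The median difference over all genes was 0.08, but −0.18 between the arrays of replicate 1 and 0.44 between those of replicate 2, and the balance of the calls moved with the scaling. Quantile normalization gave 261 higher and 235 lower, and median centring 293 and 160. The count rested on single arrays. It was 0 without Sample A replicate 1, 57 without Sample A replicate 2, 1848 without Sample B replicate 1, 527 (247 higher, 280 lower) without Sample B replicate 2, and 126 to 128 without any 1 array of Samples C, D or E. In 1 of 100 simulated data sets without any effect, 240 or more genes were called. These data sets give every group the same spread, unlike the data, so this share can be too low.

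**Figure D2:**
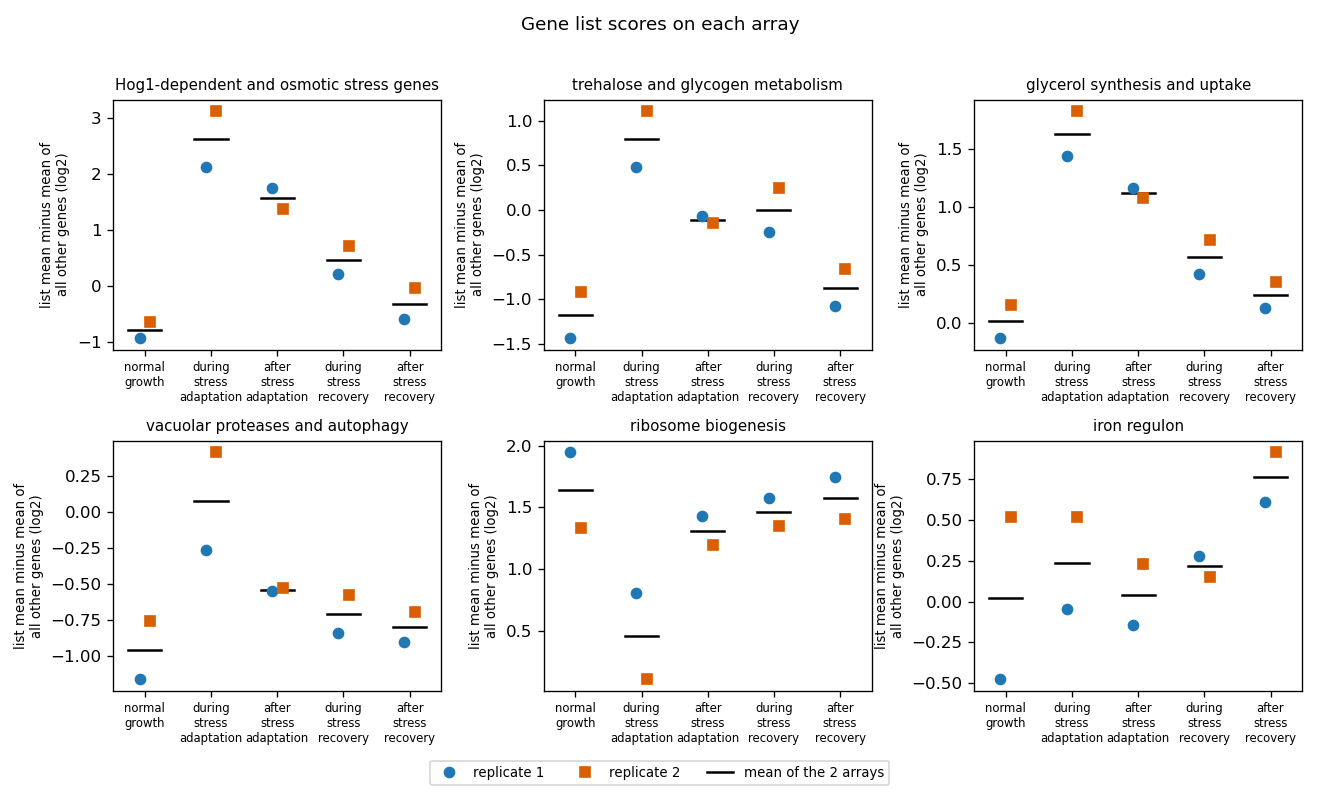
Scores of 6 gene lists on each of the 10 arrays, given as the mean of the list members minus the mean of all other genes on the same array (log2), with circles for replicate 1, squares for replicate 2 and a line for the mean of the 2 arrays. The osmotic stress score was 2.13 and 3.12 on the Sample B arrays against −0.93 and −0.63 on those of Sample A.

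Sample C showed what stayed different once cells grew in KCl after adaptation. HSP12 was still 82.7-fold higher than in Sample A (log2 6.37 ± 0.65, adjusted p = 0.0294), and it was the 1 gene of 5449 that passed without the replicate block. Osmotic stress genes as a group stood 2.37 above Sample A, with a list score 2.35 ± 0.32 higher (adjusted p = 0.000562). HSP12 alone of the 27 rose over all genes and 19 did adjusted over the list alone; with the replicate block 10 rose, among them STL1 (5.52) and RTC3 (5.04), for which the adjusted p went from 0.0909 to 0.0182 and 0.00502. The list had a camera adjusted p = 1.1e-33 and adjusted p = 0.812 with an estimated correlation. The glycerol list score was 1.11 ± 0.21 higher (adjusted p = 0.00907, camera adjusted p = 4.73e-06, adjusted p = 0.812 with an estimated correlation). None of its 13 members passed over all genes, 4 did adjusted over the list alone, and 4 rose with the block. GPP2 stood 3.12 higher and GPD1, the glycerol-3-phosphate dehydrogenase that begins glycerol synthesis, 2.12 higher (adjusted p = 0.112 and 0.116, and 0.00502 and 0.00696 with the block). Trehalose and glycogen genes had a list score 1.07 ± 0.27 higher (adjusted p = 0.0434, camera adjusted p = 6.56e-09, adjusted p = 0.812 with an estimated correlation), with none of 22 past the threshold, 4 adjusted over the list alone and 3 with the block. These 3 were GPH1 (3.28), TSL1 (2.44) and GSY2 (2.07), with adjusted p-values of 0.0909, 0.86 and 0.309 without the block and 0.0203, 0.0208 and 0.0208 with it.

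At an unadjusted p under 0.05, limma found 255 genes between Samples C and A. With the 2 groups alone, 187 passed the adjusted threshold. With the replicate block 42 passed (35 higher, 7 lower). These also included DDR2 (4.23), NQM1 (3.92) and YNL194C (3.74) among the rises. The falls with the block included PHO5 (−3.12), the cell wall mannoprotein gene TIR1 (−2.94), PHM6 (−2.35), ANB1 (−2.09), YOL014W (−1.83) and YNL040W (−1.74), with block adjusted p-values from 0.00502 to 0.0434; without the block their adjusted p-values lay between 0.0583 and 0.266. HSP12 did not pass without either array of Sample A, without Sample C replicate 1, after quantile normalization, or with all probe sets adjusted together. Without Sample C replicate 2, YNL194C passed in its place, and without either array of Sample B 95 genes passed. At least 1 gene was called in 6 of 100 simulated data sets without any effect.

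One hour after return to normal medium (Sample D), glycogen and stress genes were above Sample A. HSP12 was 23.4-fold higher (log2 4.55 ± 0.65), GSY1 11.9-fold (3.57 ± 0.47) and GPH1 10.2-fold (3.36 ± 0.49). None passed without the block (adjusted p = 0.109 for each), and with it the adjusted p-values were 0.0422, 0.046 and 0.047. In Sample C the differences of HSP12, GSY1 and GPH1 from Sample A had been 6.37, 2.33 and 3.28, so only that of HSP12 was smaller in Sample D. The trehalose and glycogen list score was 1.17 ± 0.27 higher (adjusted p = 0.031, camera adjusted p = 8.87e-15, adjusted p = 0.812 with an estimated correlation). None of its 22 members passed over all genes, 5 did adjusted over the list alone, and 4 rose with the block (GSY1, GPH1, TSL1 and GSY2). The osmotic list score was 1.25 ± 0.32 higher (adjusted p = 0.0434, camera adjusted p = 4.93e-20, adjusted p = 0.812 with an estimated correlation), with none of 27 over all genes, 5 adjusted over the list alone and 2 with the block. RTC3 stood 3.17 and MSC1 2.60 higher (adjusted p = 0.535 and 0.737, and 0.047 and 0.166 with the block). Limma called 0 genes in this comparison, with 219 at an unadjusted p under 0.05. The block gave 13, all higher, including TMA10 (4.25), DDR2 (3.45) and RTC3; the fit of the 2 groups alone gave 7. Without either Sample B array 35 passed. Without a Sample C array the 1 gene that passed was YNL194C, and without a Sample E array it was HSP12. The median difference over all genes was −0.12.

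Sample E, taken 2 to 3 generations after the return to normal medium, was compared with Sample A to ask whether the expression state returned. The largest deviation among the osmotic genes was in HSP12, 12.5-fold higher in Sample E without passing (log2 3.64 ± 0.65, adjusted p = 1). RTC3 (1.31), MSC1 (1.09) and GPP2 (1.02) followed, each with an adjusted p = 1. The list stood 0.63 above Sample A with a score difference of 0.47 ± 0.32 (adjusted p = 0.559, camera adjusted p = 0.00058, adjusted p = 0.835 with an estimated correlation). None of its 27 members passed over all genes and 1 did adjusted over the list alone. Genes of the iron regulon, which serve iron uptake, stood 0.89 above Sample A over 29 members. None passed over all genes or adjusted over the list alone. TIS11, a regulator that degrades mRNAs when iron is short, stood 1.90 higher, FIT2 1.83, SIT1 1.77 and FRE1 1.72 (adjusted p = 1 in each). The iron score difference of 0.74 ± 0.31 did not pass (adjusted p = 0.2) but did with the block (adjusted p = 0.0251), and its camera adjusted p was 7.54e-14, with an adjusted p = 0.812 with an estimated correlation. It rested largely on Sample A replicate 1: the score was −0.48 and 0.52 on the Sample A arrays and 0.61 and 0.91 on those of Sample E. Limma called 0 genes, with 47 at an unadjusted p under 0.05, 0 with the replicate block (163 at an unadjusted p under 0.05) and 33 with the 2 groups alone; leaving out any 1 array gave 0. The median difference over all genes was 0.13.

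The 2 steps between neighbouring samples were compared directly. From Sample B to Sample C, ribosome biogenesis genes stood 0.70 higher, with NOP7 at 1.49 and ESF1 at 1.52, and osmotic stress genes stood 1.20 lower, with YNL194C at −2.47 and CTT1, the cytosolic catalase, at −2.22. No member of either list passed over all genes or adjusted over the list alone, with adjusted p-values of these 4 genes from 0.356 to 0.395. The list scores passed only with the replicate block (ribosome biogenesis 0.86 ± 0.27, adjusted p = 0.0986 and 0.00289 with the block; osmotic stress −1.06 ± 0.32, adjusted p = 0.0889 and 0.00225 with the block). The ribosome biogenesis score differed by 0.63 in replicate 1 and 1.09 in replicate 2, and the osmotic score by −0.38 and −1.74. Without Sample B replicate 1 these differences were 1.21 and −1.56, and without Sample B replicate 2 they were 0.51 and −0.56. Their camera adjusted p-values were 5.7e-42 and 6e-07, and each had an adjusted p = 0.812 with an estimated correlation. Limma called 0 genes in this step, with 561 at an unadjusted p under 0.05 and 0 with the 2 groups alone. With the block it called BSC1, 2.08 higher in Sample C (adjusted p = 0.356, block adjusted p = 0.0491). Without Sample B replicate 1, 1333 genes passed, 1106 of them lower in Sample C. Without Sample B replicate 2, 32 passed, all higher, and without Sample C replicate 1 YNL194C alone passed. The median difference over all genes was −0.10.

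From Sample C to Sample D, osmotic stress genes stood another 1.20 lower. SIP18 was at −3.24, STL1 at −3.24, GRE1 at −2.83 and ALD3 at −2.16 (adjusted p from 0.682 to 0.999). None of the 27 passed over all genes and 5 were lower adjusted over the list alone. The list score of −1.09 ± 0.32 passed only with the replicate block (adjusted p = 0.0889, 0.00169 with the block), and its camera adjusted p was 1.59e-09, with an adjusted p = 0.812 with an estimated correlation. Limma called 0 genes, with 270 at an unadjusted p under 0.05 and 38 with the 2 groups alone. The block fit called BSC1, which fell by 2.73 (adjusted p = 0.0822, block adjusted p = 0.0056). Without either Sample B array 42 genes passed, 12 higher and 30 lower.

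By size of change alone, 1077 genes differed by at least 1.8-fold from Sample A in 1 or more later samples. Sample B held 978 of these changes (676 higher, 302 lower), Sample C 278, Sample D 212 and Sample E 98. Of those in Sample B, 462 reached 1.8-fold the same way with each replicate number, and of those in Sample E 28. Without Sample B replicate 1 the total was 2027. Grouped by k-means, 85 genes were strongly induced, with mean log2 differences of 3.94, 2.40, 1.64 and 0.70 in Samples B to E. Another 645 were induced (1.32, 0.50, 0.38 and 0.37) and 347 repressed (−1.07, −0.52, −0.43 and −0.05). The strongly induced cluster held 18 of the 27 osmotic stress genes (Fisher's exact test, adjusted p = 9.8e-26) and 8 of the 22 trehalose and glycogen genes (adjusted p = 1.76e-08). The induced cluster held 22 of 39 vacuolar and autophagy genes (adjusted p = 7.35e-10), and the repressed cluster 77 of 120 ribosome biogenesis genes (adjusted p = 1.34e-62). These tests treat genes as independent and say only how the clusters overlap the lists. Cluster sizes changed with the arrays used. Without Sample B replicate 1, 1419 genes were induced and 152 strongly induced, and without Sample B replicate 2, 393 were induced and 648 repressed. Without Sample A replicate 1, 207 were repressed, and without Sample A replicate 2, 658 were repressed and 149 strongly induced.

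Over these 1077 genes, Samples A and E were the closest pair, with a root mean square log2 difference of 0.51. Samples D and E followed at 0.56. The replicates of Sample A themselves differed by 0.76 and those of Sample E by 0.61, so the order of these pairs lies within the replicate spread. Sample B was the farthest from the others, at 1.73 from Sample A, 1.48 from Sample E, 1.26 from Sample D and 1.01 from Sample C, and its own replicates differed by 1.41. The choice of genes favours this, since 978 of them changed by 1.8-fold in Sample B. Over all *S. cerevisiae* genes Sample B was also the farthest, at a mean of 0.70 from the others. Without Sample A replicate 2 or Sample E replicate 1 the closest pair was Samples D and E (0.52 and 0.60).

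Genes that differed by 1.8-fold in Sample B with 1 replicate number were followed with the other number. This avoids choosing and measuring genes on the same arrays. The values followed are relative to the median of all genes, but the choice was not. That median differed by −0.18 in replicate 1 and 0.44 in replicate 2. Weakly changed genes can therefore be among those chosen as lower in replicate 1 or higher in replicate 2, which can make their medians smaller in size. The 456 genes higher in replicate 1 had medians in replicate 2 of 1.24 in Sample B, 0.36 in Sample C, 0.59 in Sample D and 0.17 in Sample E. In the reverse direction, 1560 genes gave 0.32, 0.22, 0.12 and 0.04. For genes lower in replicate 1 (864) the medians were −0.24, −0.11, −0.10 and −0.0015, and for those lower in replicate 2 (288) they were −0.44, −0.33, −0.17 and −0.05. These medians were not tested.

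Because the study asked whether regulation depends on gene length, the change in Sample B was set against coding length across genes. Over 5446 genes Spearman's rho was 0.055 (permutation p = 3e-05, adjusted p = 4.5e-05 over 3 relations), with 0.089 for the arrays of replicate 1 and −0.007 for those of replicate 2. It was −0.011 without Sample A replicate 1 and 0.022 after quantile normalization (permutation p = 0.394 and 0.097). Median log2 differences were 0.03 in 2086 genes under 1 kb, 0.09 in 2133 genes of 1 to 2 kb, 0.13 in 766 genes of 2 to 3 kb and 0.18 in 461 genes over 3 kb. Among the 1077 genes changed by 1.8-fold, rho was −0.044 (permutation p = 0.145, adjusted p = 0.145), with 0.041 without Sample A replicate 2 and 0.029 without Sample B replicate 2. It was −0.097 without Sample A replicate 1 and −0.059 without Sample B replicate 1 (permutation p = 0.0032 and 0.0075). Median coding lengths were 1110 bp in the strongly induced, 1239 bp in the induced and 1260 bp in the repressed cluster. Genes are not independent replicates, so these p-values describe the ranking of genes and not the reproducibility of the cultures.

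**Figure D3:**
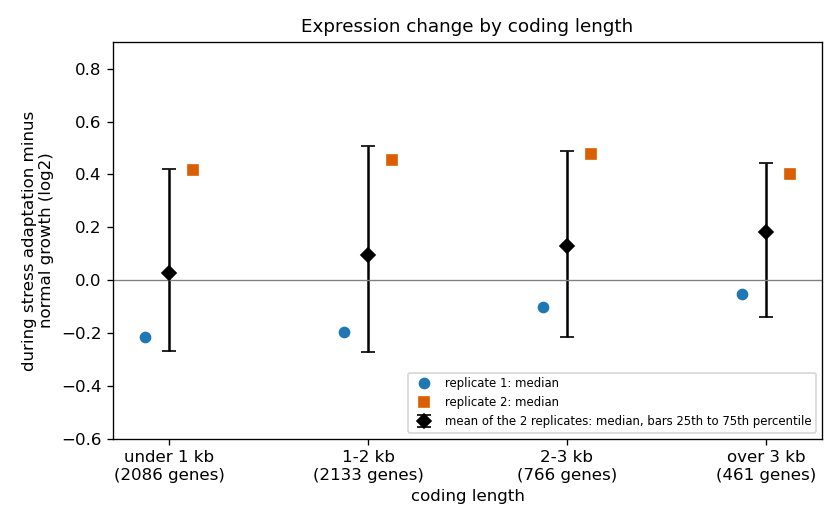
Median log2 difference between Samples B and A by class of coding length. Diamonds give the mean of the 2 replicates with bars from the 25th to the 75th percentile of genes, circles give replicate 1 (medians from −0.22 to −0.05) and squares replicate 2 (medians from 0.40 to 0.48).

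Transcript abundance in Sample A was related to the change in Sample B across 5449 genes, with a rho of −0.40 (permutation p = 1e-05, the smallest these permutations can give, adjusted p = 3e-05). Sample A enters both measures. With abundance from replicate 1 and the change from replicate 2 rho was −0.53, and with the reverse it was −0.057. It was −0.087 without Sample B replicate 2 and −0.21 after quantile normalization.

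Marker genes of the strain were read on all arrays. The labels name the strain BQS1350 and the methods of the study a tagged BY4742 strain, and whether these are the same was not settled, so the levels are given without reading a genotype from them. Other-species probe sets had a median of 3.98, a 95th percentile of 5.33 and a highest value of 8.09. URA3 (3.62 to 4.23) and LYS2 (4.42 to 5.07) lay below that 95th percentile. LEU2 (5.18 to 5.99) lay within their range, with group means at the 96.4 to 98.1 percentile. MET17 (10.98 to 13.61) and HIS3 (10.21 to 11.58) lay far above their highest value. Common HIS3 mutations remove part of the gene, and a probe outside that part checks nothing. The alpha-cell genes MF(ALPHA)1 (13.20 to 14.00) and STE3 (11.76 to 12.74) were high on every array. Of the a-cell genes, MFA1 read 6.62 to 7.45, MFA2 5.23 to 5.91, STE2 6.00 to 6.86, STE6 6.39 to 8.38, BAR1 6.01 to 7.16, AGA2 5.30 to 6.35 and ASG7 5.53 to 6.58.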

Values the study reported

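The study reported 854 genes whose RNA level changed by over 1.8 fold compared with Sample A in any of the later samples. It gave rank correlations between the change in RNA level during stress adaptation and gene length of rs = 0.0095 (p = 0.4739) for all genes and of rs = −0.08 (p = 0.2) for the 854 genes. For transcript abundance against the level of gene regulation it gave rs = −0.004 (p = 0.77).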

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

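The list scores, the scores with the replicate block, and the tests of RNA quality, of a wrong label, of the extent of the response, of a shift of all genes and of the normal growth arrays were chosen after the results had been seen.

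Of the 3517 probe sets without a gene name, which were not among the 5449 genes compared above, 13 were higher in Sample B than in Sample A and 2 lower, against 0 and 0 of 1746 probe sets of other identifiers. The species of the unnamed probe sets was not determined, and they can include fission yeast. Thus 3517 is not a number of *S. cerevisiae* transcripts. Between Samples B and C, 7 list scores differed with the replicate block while none did without it. Camera with an estimated correlation gave each of these lists an adjusted p = 0.812, and with the block an adjusted p = 0.854 for the osmotic list and 0.78 for the others. The osmotic stress score was −1.06 and the trehalose and glycogen score −0.90, with GLC3, the glycogen branching enzyme, at −1.59. Vacuolar and autophagy genes were at −0.62 (adjusted p = 0.189, 0.0419 with the block), with PRB1, vacuolar proteinase B, at −1.52. Ribosome biogenesis genes were at 0.86. Cell cycle genes of G1/S were at 0.64 (adjusted p = 0.13, 0.0461 with the block), with the cyclin gene CLB6 at 2.19. Those of G2/M and M/G1 were at 0.76 (adjusted p = 0.116, 0.0251 with the block), with SWI5 at 1.43. The 4 alpha-cell genes were at 1.07 (adjusted p = 0.189, 0.00373 with the block), with MF(ALPHA)2 at 1.63. No single gene among these examples passed over all genes. The 7 differences were larger in size in replicate 2 than in replicate 1: −1.74 against −0.38 (osmotic stress), −1.25 against −0.55 (trehalose and glycogen), −0.94 against −0.29 (vacuolar), 1.09 against 0.63 (ribosome biogenesis), 1.04 against 0.24 (G1/S), 1.31 against 0.21 (G2/M) and 1.798 against 0.341 (alpha-cell). Without Sample B replicate 2 they were −0.56, −0.59, −0.28, 0.51, 0.31, 0.31 and 0.21, and without Sample B replicate 1 they were −1.56, −1.21, −0.95, 1.21, 0.97, 1.20 and 1.93.

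The Sample B arrays differed more from each other than the arrays of any other group. Array scaling alone would not account for it, since after quantile normalization the difference was still 1.97 times that of the next group. A different extent or timing of the stress response stays open, as all 4 lists tested lay farther from Sample A in replicate 2 but 3 of them by less than the SE of their score (trehalose and glycogen 2.08 against 1.94, ribosome biogenesis −1.14 against −1.08, RNA polymerases −0.67 against −0.64), and of the 15 lists called with the block 11 lay farther in replicate 2 and 4 in replicate 1, such as the citric acid cycle (0.98 against 0.31) and hexose transporters (1.04 against 0.47). RNA quality stays open, with a difference in 3′ to 5′ signal 1.46 times that of the next group and ACT1 at 0.18 and 0.56. Most values lean against a wrong label on replicate 1 without excluding it: its osmotic genes lay above both Sample C arrays by 2.46 times the gap between those (1.05 times relative to all other genes), its scores lay on the Sample B side of both for trehalose and glycogen (0.48 against −0.07 and −0.15), ribosome biogenesis (0.80 against 1.43 and 1.19), RNA polymerases (0.20 against 0.48 and 0.41) and vacuolar genes (−0.26 against −0.55 and −0.53), and its 18S signal (10.09) lay near that of replicate 2 (10.31), but most of these margins are close to the SE of a list score (0.20 to 0.32).

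Iron regulon genes stood higher in Sample E than in Sample A. Most of the difference remained once a shift of all genes on the arrays was removed, as the list mean was still 0.74 higher after centring. That value lies within the SE of the list score (0.31) of the bound set for it, so the test does not settle this. The 2 same-numbered differences, relative to all genes, were 1.09 and 0.41, so the lower value does not decide whether 1 Sample E array carries the pattern. Against the Sample A array with the higher list mean alone the difference was 0.26, with bounds set when its approximate size was already known, and with an SE of 0.31 for the list score the low value on the other Sample A array remains a possible explanation. Leaving out shared probe sets gave 0.89 but removed none of the 29 members and so tests nothing, and a lasting effect of the stress was not tested.

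Osmotic stress genes, with HSP12 foremost, stood above Sample A in Sample E. Camera called the list (adjusted p = 0.00058), and the list score (adjusted p = 0.559) and camera with an estimated correlation (adjusted p = 0.835) did not. Relative to all genes the lower of the 2 same-numbered differences was 0.35 (the other 0.62), and after centring the list mean was 0.47 higher. Neither 1 array of Sample E nor a shift of all genes can be ruled out by these values, because each lies within the SE of the list score (0.32) of the bound set for it. A lasting effect of the stress may also be present and was not tested separately.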

How the results depend on the processing

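The alternatives with the replicate block in which a Sample B array was left out, the list scores, the spike control scaling and the block with an estimated correlation were chosen after seeing the data. Directions held more often than calls. Most single genes counted had been picked for large changes, many of them for moving the same way in both replicates, so this was partly fixed in advance. Of the settings of summary results, 376 stayed close to the values reported, 75 moved, 3 reversed, 2 gained and 1 lost its call. The remaining results included single genes, lists and separate counts of higher and lower genes. Of their settings 3513 stayed, 400 gained a call, 337 lost one, 89 moved and 19 reversed. Single genes and lists could not be labelled as moved, a label used for counts. The dim filter, the mean of probe sets, the removal of shared probe sets and the spike control scaling moved no count of genes at an adjusted p under 0.05 by more than 1.5 times; in E against A the spike control scaling gave 26 genes at an unadjusted p under 0.05 in place of 47. The cause of the changes below was not tested, except that fewer arrays or groups in a fit change its estimate of the spread. Comparisons without Sample B use its arrays only for that spread, so leaving out either array gave the same counts. The differences between groups stay the same there, and larger counts came from the estimate of the spread.

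With the replicate block (the pairing by culture batch), limma called 583 genes in Sample B against A, 42 in C against A, 13 in D against A, 1 in C against B and 1 in D against C; E against A stayed at 0. With the block and without Sample B replicate 2 the counts were 1036, 263, 148, 6 (E against A), 267 and 204, and without Sample B replicate 1 they were 2025, 263, 148, 6, 1586 and 204. With the 2 groups alone they were 11 in B against A, 187 in C against A, 7 in D against A, 33 in E against A and 38 in D against C. Sample B against A gave 496 genes after quantile normalization and 453 after centring. Sample C against A gave 15 with an intensity trend, 0 after quantile normalization (539 at an unadjusted p under 0.05) and 0 with all probe sets together. Of 210 list tests, camera with an estimated correlation called 0, fry 0, the block with an estimated correlation 0, the list score 10 and the list score with the block 29. At 1.5-fold, 1942 genes were counted in place of 1077, with 518 at 1.8-fold the same way in both replicates and 240 with an adjusted p under 0.05 as well. After quantile normalization 556 genes were repressed, and with genes scaled to unit length 528 were strongly induced and 208 induced. Over all genes the distance of Sample B was 0.84 from A, 0.66 from D and 0.74 from E. The relation of change to length over all genes was 0.022 after quantile normalization.

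Leaving out 1 array at a time leaves 1 sample in a group, whose spread is then taken from the other groups. The ranges were 0 to 1848 genes in B against A, 0 to 95 in C against A, 0 to 35 in D against A, 0 to 0 in E against A, 0 to 1333 in C against B and 0 to 42 in D against C. They were 93 to 109 lists with camera and 4 to 53 with the list score, 915 to 2027 genes at 1.8-fold, and 85 to 152, 393 to 1419 and 207 to 658 in the strongly induced, induced and repressed clusters. The length relation ranged from −0.011 to 0.096 over all genes and from −0.097 to 0.041 at 1.8-fold (0.029 without Sample B replicate 2), and the abundance relation from −0.50 to −0.087. Reversed values were those of genes and lists near 0 or with unlike replicates. Over the arrays left out, GCN5 ranged from −0.60 to 0.58 in B against A, −0.0039 to 0.65 in C against A, −0.42 to 0.092 in D against A and −0.26 to 0.92 in C against B. In B against A the ranges were −1.48 to 0.12 for SUS1, −1.75 to 0.63 for NGG1, −0.32 to 1.40 for SPT3, −2.20 to 0.44 for MET17 and −0.49 to 0.50 for the SAGA and ADA list, and CLB1 in C against B ranged from −0.034 to 2.69. GCN5 in B against A was 0.19 without Sample A replicate 2, 0.58 without Sample B replicate 1 and 0.35 with the block as well; in D against A it was 0.035 without Sample A replicate 2; and in C against B −0.028 without Sample B replicate 1 and with the block. In B against A, with the block and without Sample B replicate 1, SUS1 was 0.0057 and NGG1 0.44; fry placed the SAGA and ADA list in the opposite direction to camera, at the same mean of 0.0070. With the block and without Sample B replicate 2, SPT3 was −0.12 and MET17 0.47. For signal over background, 5320 of 5449 genes lay above the other-species level and the dim filter left 246 calls in B against A. The filter removed only 129 genes, so it cannot show whether low signal limits the calls.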

Other observations

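Several metabolic groups not described above also stood higher in Sample B than in Sample A, though their list scores passed only with the replicate block. Peroxisome and fatty acid oxidation genes had 4 of 39 members higher, none lower and 35 not past the threshold (7 adjusted over the list alone, 8 with the block). CRC1, a mitochondrial carnitine carrier, was 6.48-fold higher (adjusted p = 0.00707) and POT1, the peroxisomal thiolase, 9.69-fold (adjusted p = 0.0341). Of 28 genes of the citric acid and glyoxylate cycles, 2 rose, none fell and 26 did not pass (11 higher adjusted over the list alone, 10 with the block), with MLS1, malate synthase, 3.66-fold higher (adjusted p = 0.0297) and PCK1, a gluconeogenic enzyme, at log2 1.15 (adjusted p = 0.0401). Hexose transporter genes had 2 of 21 higher, none lower and 19 not past the threshold (5 adjusted over the list alone, 5 with the block), namely HXT5 (log2 5.76, adjusted p = 0.0111) and HXT1 (log2 1.25, adjusted p = 0.0288), while HXT7 stood 2.88 higher without passing (adjusted p = 0.0755, 0.0273 with the block). Antioxidant genes had 3 of 33 higher, none lower and 30 not past the threshold (9 adjusted over the list alone, 9 with the block), namely CTT1 (24.6-fold), TSA2 (8.21-fold) and GTT1 (3.54-fold). The log2 difference of CTT1 was 3.20 in replicate 1 and 6.04 in replicate 2. Heat shock and chaperone genes had 3 of 33 higher, none lower and 30 not past the threshold (3 adjusted over the list alone, 6 with the block), namely HSP12, HSP26 (23.1-fold) and HSP31 (5.55-fold), with a list mean of 0.91 and a median of 0.22. The heat shock score difference was 0.38 without Sample B replicate 2, and that of the hexose transporters 0.43 without Sample B replicate 1, against 0.73 and 0.75 with all arrays. List score p-values without and with the block were 0.0986 and 0.0461 (peroxisome), 0.0986 and 0.0321 (citric acid cycle), 0.0986 and 0.0158 (hexose transporters), 0.0986 and 0.047 (antioxidant) and 0.13 and 0.0134 (heat shock). Camera adjusted p-values were 2.26e-05, 1.99e-05, 0.000906, 0.000848 and 0.0868, and with an estimated correlation the adjusted p = 0.812 for the first 4 lists and 0.947 for the heat shock list.

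Some mating and cell cycle lists had lower scores in Sample B, but none passed without the replicate block. Of 35 pheromone response genes 2 fell, 1 rose and 32 did not pass (6 lower and 1 higher adjusted over the list alone; 5 fell and 1 rose with the block). FAR1 fell by 1.81 and SST2 by 1.43 (SST2 adjusted p = 0.0271), PRM8 was 2.08 higher (adjusted p = 0.0499 for FAR1 and PRM8), and MF(ALPHA)2, an alpha-factor gene, stood at −2.14 without passing (adjusted p = 0.104, 0.0256 with the block). The 4 alpha-cell genes had a list mean of −1.27 and none passed over all genes, with 2 lower adjusted over the list alone. None of 38 G2/M and M/G1 genes passed over all genes or adjusted over the list alone, with CDC20 at −1.19 (adjusted p = 0.0552, 0.0305 with the block). The G2/M list score went from 0.52 to 0.25 in replicate 1 and from 0.65 to −0.64 in replicate 2. The 38 G1/S genes had a mean of −0.21 with none past the threshold, also adjusted over the list alone, and their score did not pass with or without the block (adjusted p = 0.425 and 0.286 with the block). The 7 a-cell genes had a mean of 0.08 with none past the threshold (score adjusted p = 0.852). Without Sample B replicate 2 the G2/M score difference was −0.33 and the alpha-cell one −0.58, against −1.22 and −2.31 without Sample B replicate 1. The marker gene MET17 stood at −0.88 (adjusted p = 0.525), with 0.59 in replicate 1 and −2.35 in replicate 2. List score p-values without and with the block were 0.126 and 0.0449 (pheromone), 0.0889 and 0.000173 (alpha-cell) and 0.104 and 0.022 (G2/M). Camera adjusted p-values were 0.000166, 0.00296 and 4.35e-08, and each of these 3 lists had an adjusted p = 0.812 with an estimated correlation. For the G1/S and a-cell lists the camera adjusted p-values were 0.022 and 0.69, with an adjusted p = 0.835 and 0.971 with an estimated correlation.

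The length relation over all genes was 0.055 here, and −0.011 to 0.096 with 1 array left out. With all arrays that is higher than the value quoted from the study above, and without Sample A replicate 1 it is lower. Among genes changed by 1.8-fold the relation was −0.044 here over 1077 genes, and −0.097 to 0.041 with 1 array left out. With all arrays that is smaller in size than the value quoted from the study above, which is for a different set of genes, and without Sample A replicate 1 it is larger in size. The abundance relation was −0.40 here, and −0.50 to −0.087 with 1 array left out; Sample A enters both measures, and with abundance from replicate 2 and the change from replicate 1 it was −0.057. Each of these is larger in size than the value quoted from the study above, for which the sample behind the abundance is not stated in the sources used here.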
